A study of Mus musculus with 2 samples. Its data were reported in "Unravelling the sex-specific diversity and functions of adrenal gland macrophages" (2022).

How the data were processed

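Single-cell RNA sequencing was done on CD45+ cells sorted from the adrenal glands of 7-week-old C57BL/6 mice, with 1 droplet library from female and 1 from male mice. The number of animals behind each library was not stated. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell barcode: per the labels, the authors demultiplexed, aligned and counted the reads with the vendor's pipeline and removed barcodes of noise and low quality from the barcode rank curve. The genome build and annotation used for counting were not stated. The lowest barcode held 500 UMIs in both libraries, and 9 female and 13 male barcodes had fewer than 200 genes, so the filters on genes and mitochondrial share described in the study had not been applied to the deposited counts.

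Everything that follows was computed from these counts. Barcodes with at least 200 detected genes were kept. The study describes a mitochondrial ceiling of 1.2%, which kept 327 of the 3963 female barcodes (8.25%) and 359 of the 2685 male barcodes (13.4%). It had been decided before the data were examined that this ceiling would be the main one only if it kept at least 50% of the barcodes of each library, and that a ceiling of 15% of UMIs would take its place otherwise. The 15% ceiling was therefore used, and 3817 female and 2502 male barcodes passed both filters. Whether the stated value refers to another scale could not be settled. Doublets were scored per library with the Scrublet method in scanpy 1.11.5. Its automatic threshold marked 16 of 6648 barcodes, so the highest-scoring barcodes were removed at a fixed expected rate of 0.8% per 1000 barcodes, which is 3.17% of the female and 2.15% of the male barcodes. Of the barcodes that had passed the other filters, 123 female and 53 male barcodes were removed in this way, leaving 3694 female and 2449 male cells with 15045146 and 9035910 UMIs and a median of 3489.5 and 3008 UMIs per cell.

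Cells were clustered with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, following the study's description: each library was transformed with the mitochondrial share regressed out, the libraries were integrated on 2000 features, and the graph was clustered at resolution 1 from 20 principal components. So that no cluster was made from genes that are then compared, 55 genes were held out of the features: 6 sex-linked genes, 11 MHC class II genes, 17 genes reported per subset or sex and 21 genes of adrenal endocrine cells. Cluster names came from marker lists fixed before the data were examined. The way they were scored was set after the clusters had been seen: a cluster took the class with the highest marker score, and was named if at least 3 of the markers were raised 2-fold or more and detected in at least 20% of its cells, at least 75% of its cells held a marker, and its 10 leading genes by fold held a marker of the class and no more markers of another class. A macrophage subset needed in addition 3 of its own markers among the 10 leading genes and a higher score than the macrophage list. Of 22 clusters, 18 were named, in 10 classes. The names are rebuilt ones, the number of clusters and their borders depend on software versions, and differences from the study may come from this.

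Macrophage-like cells were 5 clusters. One was called Lyve1-high (led by Folr2, Fcna, Lyve1, Cd209f and Cbr2), one Aldh1a2-high (Lyz1, Retnla, Fn1, Ear2, Fcrls and Aldh1a2), and the other 3 were kept together as other macrophages (led by Aif1 and Wfdc17, by AA467197, Tmem119 and C1qa, and by Ms4a7, Slc40a1 and Mmp12). Monocyte-like cells were led by Chil3, Ace, Nr4a1 and Plac8. The remaining classes were led by genes of their own lists: B cells (Ighd, Ebf1, Igkc and Ighm), T cells (Trac, Cd3e, Dapl1 and Cd8b1), natural killer (NK) cells (Xcl1, Gzmb, Prf1 and Klra4), dendritic cells (Cd209a and Xcr1), innate lymphoid cells (ILCs, Arg1 and Il1rl1), neutrophils (S100a8), endothelial cells (Plpp3, Kdr) and plasmacytoid dendritic cells (Siglech). NK cell-like cells pooled 2 clusters. The larger (515 female and 210 male cells) had 2 genes of the NK list, Xcl1 and Gzmb, among its 10 leading genes. The smaller (344 and 162 cells) had 9, and the NK share rests on counting both.

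The MHC class II level of a cell was the number of UMIs of the 4 genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74 among 1000 UMIs drawn at random from the cell, and cells with fewer UMIs were left out. The boundary between low and high cells was the Otsu threshold of log2(UMIs + 1) with both libraries weighted equally, which fell at 10 UMIs per 1000, and cells with 10 or fewer were low. Gene levels were raw counts summed per library over the cells of a class and divided by the class total, as CPM. Shares of cells with a UMI were taken after the same draw of 1000 UMIs and are given without it as well.

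With 1 library per sex there are no replicates, no test was run across animals, and no p-value is given, since cells are not replicates. Shares carry exact binomial (Clopper-Pearson) 95% intervals, differences of shares Newcombe intervals, CPM values exact Poisson intervals and ratios exact conditional binomial intervals. All of them, and the limits given for counts of 0 (a floor of 3 counts), cover counting error only and not differences between animals. Genes fixed beforehand were given whatever their values. The other named genes followed a rule written before the data were examined: among genes with at least 50 UMIs in a class in at least 1 library, without mitochondrial genes and the 6 sex-linked genes held out of clustering, the 5 highest and 5 lowest by log2((CPM female + 10)/(CPM male + 10)) in macrophage-like cells, and the 3 highest and 3 lowest in monocyte-like, B, T and NK cells. Of the genes these rules give, 1 of the fixed genes and 1 of those ranked in NK cells are not reported here.

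The ranking and the intervals were tested on simulated data for the female to male ratios of counts summed over all barcodes: of 10714 genes, 200 were changed 4-fold, and the 100 raised and 100 lowered genes all came out at the ends of the ranking, with the true ratio inside the interval for 95.6% of genes. The simulated counts varied by Poisson error alone, so this coverage was largely set by the simulation. The changed genes were drawn from those with many UMIs over all barcodes. Neither result covers the smaller sums of single classes, or genes whose UMIs lie in a few cells. A glucocorticoid response list of 12 genes and an immediate early list of 14 genes were compared with 10000 random lists of genes matched on expression. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R with Matrix 1.6.5.

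Alternatives were listed before the data were examined: mitochondrial ceilings of 1.2% and 5%, at least 500 genes per cell, no doublet removal and removal at 2 times the rate, no genes held out, log-normalised counts without integration, resolutions of 0.5 and 2, draws of 500 and 2000 UMIs or none, other MHC class II thresholds, macrophages chosen without clusters from C1q UMIs, other scalings and weightings, subtraction of the level in T and NK cells, and other cut-offs for the named genes. Counting the low-UMI cluster as macrophages, and holding the named macrophage genes out of clustering, were added after the data had been seen. Gene locations come from the GENCODE mouse release M21 on GRCm38, matched by Ensembl gene ID (32235 of 32285 IDs matched), which may not be the annotation used for counting. Flow cytometry, imaging and the other experiments of the study were not used here.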

Results

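CD45+ cells, the leukocytes of the tissue, were sorted from the adrenal glands of female and male C57BL/6 mice aged 7 weeks and profiled by droplet single-cell RNA sequencing. The data comprised 1 library from females and 1 from males, so no difference between the sexes could be set against the spread between animals. The female library held 16218309 UMIs over 3963 barcodes, with a median of 3432 UMIs and 1380 genes per barcode, and the male library 9512670 UMIs over 2685 barcodes, with a median of 2777 UMIs and 1172 genes. After filtering, 3694 female and 2449 male cells were compared. The libraries carried the transcripts of the sex on their labels. Xist (ENSMUSG00000086503) was detected in 75.7% of female cells (21372 UMIs) and in 0.0817% of male cells (6 UMIs), and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together in 39.2% of male cells (1592 UMIs) and in 0.135% of female cells (5 UMIs).

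The first question was which leukocytes reside in the adrenal glands of both sexes, and in what proportions. Macrophage-like cells made up 22.0% of the female cells (814 of 3694, 95% interval 20.7 to 23.4%) and 32.2% of the male cells (789 of 2449, 30.4 to 34.1%), a difference of -10.2 percentage points (-12.5 to -7.90). NK cell-like cells made up 23.3% of the female and 15.2% of the male cells, a difference of 8.06 points (6.07 to 10.0). In the female library the order of NK cell-like and macrophage-like cells was within counting error (859 against 814 cells, 21.9 to 24.7% against 20.7 to 23.4%), and it changed when an unnamed cluster of low-UMI cells was counted as macrophages, which then were 23.8%. In the male library macrophage-like cells were the largest class. T cell-like cells (18.3% and 15.1%) and B cell-like cells (13.9% and 10.9%) formed larger shares of the female library, by 3.15 (1.24 to 5.02) and 3.01 points (1.33 to 4.66). The alternative that moved these shares most was the mitochondrial ceiling of 1.2%, which kept 323 female and 354 male cells after doublet removal and under which the monocyte-like difference became 14.1 points and the B and T cell-like differences changed sign.

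Monocyte-like cells (8.04% of female and 7.31% of male cells), dendritic cell-like cells (4.82% and 5.02%), ILC-like cells (2.60% and 2.86%) and plasmacytoid dendritic cell-like cells (0.514% and 0.327%) differed by no more than counting error. Neutrophil-like cells (1.30% and 2.04%) and endothelial-like cells (1.25% and 2.04%) formed smaller shares of the female library by -0.742 (-1.46 to -0.0978) and -0.796 points (-1.51 to -0.157). Clusters without a name held 3.98% of female and 6.94% of male cells. The largest, a cluster of 67 female and 140 male cells (1.81% and 5.72%), expressed macrophage markers but had a median of 788 and 675 UMIs per cell and none of these markers among its 10 leading genes. A cluster with mast cell genes held 1.27% of female and 0.531% of male cells, and 2 small clusters of proliferating cells held 0.758% and 0.135% of female cells and 0.408% and 0.286% of male cells. With 1 library per group, a cluster mostly of 1 library may be that library, not a type.

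**Figure D1:**
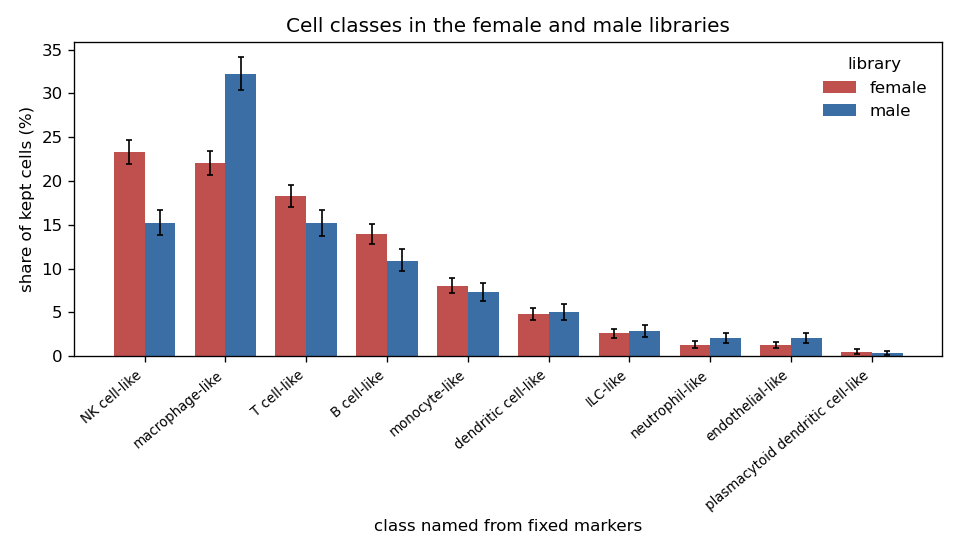
Share of all kept cells (percent) in each cell class of the female (3694 cells) and male (2449 cells) adrenal gland library, where bars are shares and error bars exact 95% binomial intervals for counting error. Macrophage-like cells were 22.0% of the female and 32.2% of the male cells, and NK cell-like cells 23.3% and 15.2%.

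The adrenal gland macrophages (AGMs) were then divided into subsets, to ask whether their composition differed between female and male mice. Other macrophages, the clusters with neither the Lyve1-high nor the Aldh1a2-high signature, were 78.0% of the 814 female macrophage-like cells (75.004 to 80.8%) and 66.8% of the 789 male ones (63.4 to 70.1%), a difference of 11.2 points (6.85 to 15.5). The Lyve1-high subset was 11.3% of female (9.21 to 13.7%) and 20.5% of male AGMs (17.8 to 23.5%), a difference of -9.23 points (-12.8 to -5.67), and its cells were shallow, with a median of 1716 and 1886.5 UMIs. The Aldh1a2-high subset was 10.7% of female and 12.7% of male AGMs, and this difference of -1.99 points (-5.15 to 1.16) was not detectable at this depth. Among 9 alternatives the Lyve1-high difference moved most with the mitochondrial ceiling of 5%, where it was -4.64 points. Several genes that define the Lyve1-high cluster differed between the libraries, and when the 10 genes named below for AGMs were also held out of clustering, its difference was again -9.23 points.

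MHC class II expression was measured next, since it separated macrophage subsets and sexes in the study. The summed level of H2-Aa (ENSMUSG00000036594), H2-Ab1, H2-Eb1 and Cd74 (ENSMUSG00000024610) had a median of 32 UMIs per 1000 in female and 46 in male AGMs. AGMs with fewer than 1000 UMIs, 40 female and 43 male cells, were left out. MHC class II^low cells were 24.8% of the remaining female AGMs (192 of 774, 21.8 to 28.0%) and 7.77% of the male ones (58 of 746, 5.96 to 9.94%), a difference of 17.03 points (13.4 to 20.6). Among other macrophages the shares were 27.7% (173 of 625, 24.2 to 31.4%) and 3.83% (20 of 522, 2.36 to 5.86%), a difference of 23.8 points (19.9 to 27.7), with medians of 35 and 54 UMIs per 1000 and 10 female and 5 male cells left out. The background of free RNA was low: T and NK cell-like cells had a mean of 0.409 and 0.549 UMIs per 1000. The alternative that moved the share in all AGMs most placed the boundary at the 95th percentile of T and NK cells and gave a difference of 11.4 points.

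The location of MHC class II^low cells differed between the libraries. Of the female low cells, 90.1% were other macrophages (85.0 to 93.9%), and within these the cluster led by AA467197, Tmem119 and C1qa was 49.0% low (123 of 251 cells). Of the male low cells, 62.1% were in the Lyve1-high subset (36 of 58, 48.4 to 74.5%), and the same cluster was 5.47% low (11 of 201 cells). Within the Lyve1-high subset, low cells were 20.8% of female (15 of 72) and 27.7% of male cells (36 of 130), a difference of -6.86 points that was within counting error (-18.2 to 5.94). In other macrophages, H2-Aa was at 7082 CPM in females and 11846 CPM in males, Cd74 at 16210 and 26120 CPM, and Ciita (ENSMUSG00000022504) at 96.5 (85.3 to 109) and 164 CPM (148 to 182). H2-Aa in NK cell-like cells, which should lack it, was at 99.2 and 127 CPM.

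**Figure D2:**
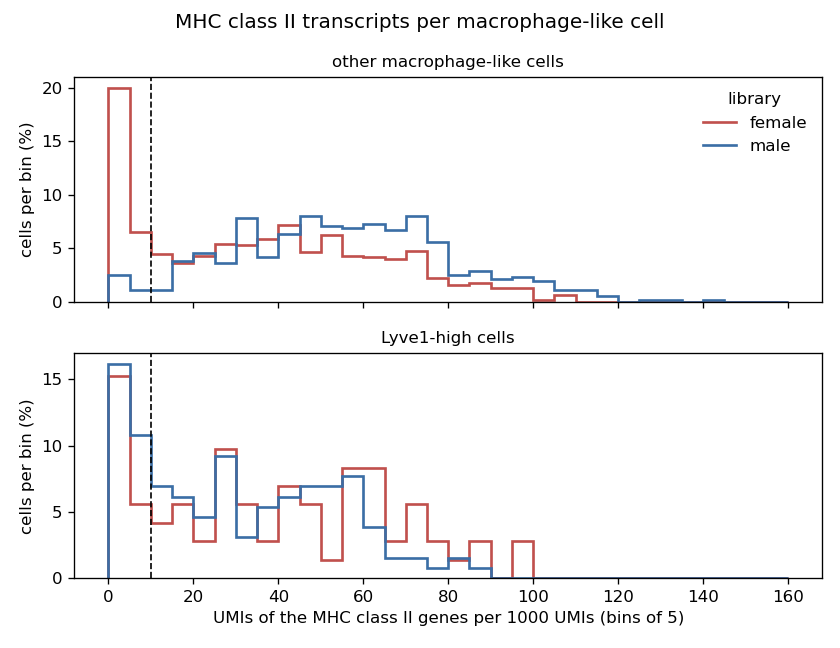
Share of cells (percent) in each bin of 5 MHC class II UMIs per 1000 UMIs, for other macrophages and for Lyve1-high cells of the female and male library. The boundary lies at 10 UMIs per 1000, and other macrophages were 27.7% low in the female and 3.83% low in the male library.

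Gene levels in AGMs were compared between the sexes to ask how far their transcriptomes diverge. Across 6819 genes with at least 50 UMIs in a library, the Pearson correlation of log2(CPM + 10) between the libraries was 0.982, and in monocyte-like, B, T and NK cell-like cells it was 0.974, 0.973, 0.986 and 0.988. These are correlations across genes, and genes are not independent replicates. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031, GRCm38), which encodes Sca1, was at 261 CPM in female AGMs (870 UMIs, 244 to 278) and 45.2 CPM in male AGMs (134 UMIs, 37.9 to 53.6), a ratio of 5.76 (4.80 to 6.96). Apoc2 (ENSMUSG00000002992, chromosome 7, 19671579 to 19677941) was at 184 CPM (613 UMIs, 169 to 199) and 42.5 CPM (126 UMIs, 35.4 to 50.7), a ratio of 4.32 (3.56 to 5.27). The mitochondrial ceiling of 1.2% moved both most, to 14.4 and 10.7, from 5 and 12 male UMIs. Both genes are uncertain in 1 respect: Ly6a belongs to a family of near-identical neighbours, and Apoc2 overlaps the annotated gene Gm44805 on its strand.

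The Ly6a difference lay in other macrophages, at 306 and 55.9 CPM (ratio 5.48, 4.52 to 6.68), and was not seen in the Lyve1-high subset, at 25.7 and 26.3 CPM from 6 and 10 UMIs (0.978, 0.292 to 2.97). It was present among MHC class II^high other macrophages alone, at 233 and 57.5 CPM (4.05, 3.31 to 5.00). Ly6a was at 16.5 and 17.4 CPM in NK cell-like cells, 315 and 350 CPM in T cell-like cells, and 819 and 719 CPM in B cell-like cells. For Apoc2 the ratio was 4.03 (3.28 to 4.97) in other macrophages, 2.56 (1.25 to 5.41) in Lyve1-high cells from 22 and 14 UMIs, and 2.55 (2.03 to 3.23) in MHC class II^high other macrophages, against 0.715 and 2.36 CPM in T and NK cell-like cells and 432 and 369 CPM in monocyte-like cells.

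**Figure D3:**
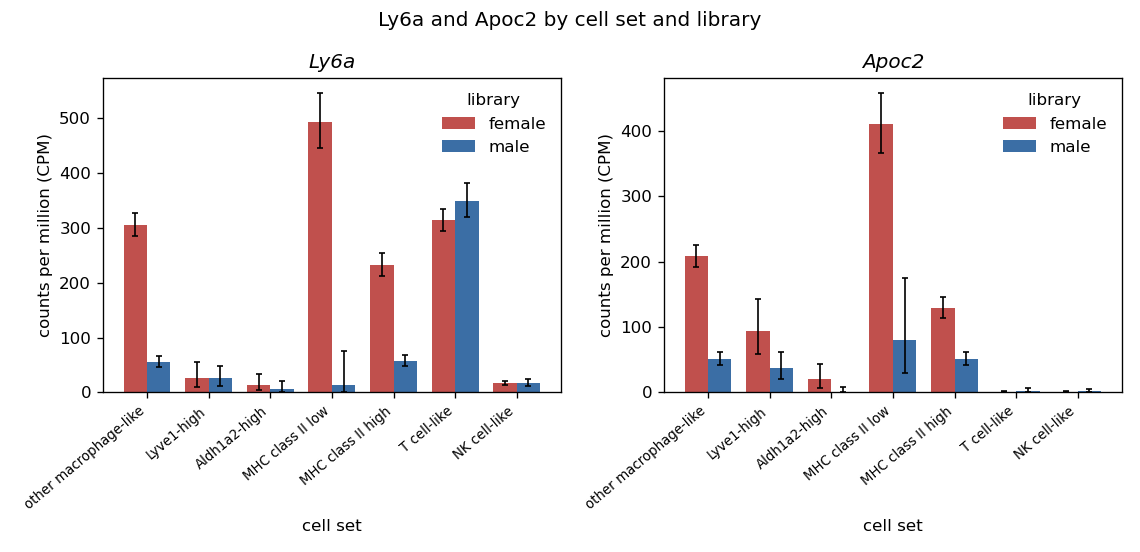
Ly6a and Apoc2 (CPM) in cell classes and AGM subsets of the female and male library, as counts summed over the cells of each set with exact 95% Poisson intervals for counting error. In other macrophages Ly6a was at 306 CPM in the female and 55.9 CPM in the male library, and Apoc2 at 208 and 51.7 CPM.

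Beyond these, the highest female to male ratios among AGMs by the fixed rule were those of Chil3 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564), AA467197 (ENSMUSG00000033213, chromosome 2, 122636986 to 122641191) and Adh1 (ENSMUSG00000074207, chromosome 3, 138260991 to 138290698). Chil3 rested on 451 female UMIs in 40 cells against 6 male UMIs in 5 cells (ratio 66.7, 30.4 to 183), with 45.2% of the female UMIs in 5 cells, and it is also a monocyte marker. AA467197, which overlaps Mir147 and also leads the cluster with most MHC class II^low cells, was at 212 and 27.7 CPM (7.66, 6.09 to 9.75), and Adh1 at 31.2 and 3.04 CPM (10.2, 5.20 to 23.0). The lowest ratios were those of Cd209b (ENSMUSG00000065987, chromosome 8, 3917655 to 3926844) at 0.119 (0.0631 to 0.209), Fcna (ENSMUSG00000026938, chromosome 2, 25624666 to 25628030) at 0.187 (0.147 to 0.237), Dnase1l3 (ENSMUSG00000025279, chromosome 14, 7964533 to 7994573) at 0.243 (0.169 to 0.342), Cd209f (ENSMUSG00000051906, chromosome 8, 4102787 to 4105835) at 0.309 (0.244 to 0.389) and Folr2 (ENSMUSG00000032725, chromosome 7, 101839988 to 101857194) at 0.329 (0.289 to 0.372). Fcna, Folr2 and Cd209f define the Lyve1-high cluster, which was smaller in the female library. With both libraries weighted to the same subset makeup, the ratios of Fcna, Cd209b, Folr2 and Cd209f were 0.325, 0.210, 0.579 and 0.552. Under the 1.2% ceiling Dnase1l3 and Cd209f changed direction, from 4 and 6 UMIs of Dnase1l3 and 5 and 3 UMIs of Cd209f. The Cd209 genes are close paralogs, so their separate counts are uncertain.

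In monocyte-like cells, the highest ratios were those of Nkg7 (ENSMUSG00000004612, 54 and 6 UMIs, 5.49, 2.36 to 15.6), Fkbp5 (ENSMUSG00000024222, 71 and 10 UMIs, 4.33, 2.22 to 9.41) and Ccl5 (ENSMUSG00000035042, 191 and 32 UMIs, 3.64, 2.49 to 5.47). Nkg7 and Ccl5 stood at 2079 and 8465 CPM in female T and NK cell-like cells. The lowest were those of Il1b (ENSMUSG00000027398) at 0.244 (0.173 to 0.339), Retnla (ENSMUSG00000061100) at 0.3003 (0.192 to 0.462) and H2-Eb1 (ENSMUSG00000060586) at 0.3802 (0.344 to 0.420). In B cell-like cells most of the named genes came from a few cells. Igkv1-99 was at least 19.6-fold higher in the female library, from 145 UMIs in 3 cells, and 89.5% of the female Ly6c2 UMIs (ratio 10.1, 5.39 to 21.3) lay in 5 cells. Ighg1 was at least 73.8-fold lower in the female library, from 1 male cell, and 99.8% of the male Igha UMIs (ratio 0.00126, 0.000718 to 0.00204) lay in 5 cells. Gm15228 (ENSMUSG00000087340, on chromosome X, 3.16, 1.77 to 6.13) and Wdr89 (ENSMUSG00000045690, 0.348, 0.257 to 0.471) were spread over more cells. The separate counts of immunoglobulin genes and of Ly6c2, which has near-identical neighbours, are uncertain, as is Fkbp5, which overlaps other annotated genes.

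In T cell-like cells the highest ratios were those of Igkc (ENSMUSG00000076609) at 2.89, Gzma (ENSMUSG00000023132) at 2.17 and Serpinb6b (ENSMUSG00000042842) at 2.16, and the lowest those of Ccl1 (ENSMUSG00000020702) at 0.268, from 6 female and 3 male cells, Retnla at 0.373 and Tmem176a (ENSMUSG00000023367) at 0.384. In NK cell-like cells the median ratio over genes was itself shifted by -0.11 on the log2 scale, and ratios are given relative to it. Among the highest were those of Igkc at 3.34 and Ddit4 (ENSMUSG00000020108) at 2.10. The lowest were those of Ccl1 at 0.255, from 23 female and 8 male cells, Retnla at 0.427 and Nr4a3 (ENSMUSG00000028341) at 0.457. Nr4a3 was found in 44 female and 23 male cells, and 5 cells held 42.6% of its female and 69.2% of its male UMIs. Its ratio thus rests largely on a few cells. Several of these genes are transcripts of other cells. Retnla, a leading gene of the Aldh1a2-high cluster, was at 15427 and 19372 CPM there. It was at 19.1 and 51.2 CPM in T, 26.8 and 67.9 CPM in NK and also 15.3 and 64.2 CPM in B cell-like cells. Its ratios in T and NK cell-like cells may thus be a difference in background, which was not tested. In NK cell-like cells, 42.2% of the female and 36.1% of the male Retnla UMIs lay in 5 cells. Background and a few cells with high counts cannot be told apart there. In monocyte-like cells Retnla was at 34.5 and 115 CPM. Igkc was at 41374 and 31189 CPM in B cell-like cells. It was at 85.2 and 29.4 CPM in T, 107 and 34.7 CPM in NK and 91.8 and 39.7 CPM in other macrophages. Igkc may be background too, which was likewise not tested. It overlaps Gm30211. Gzma was at 6925 and 4904 CPM in NK cell-like cells. In T cell-like cells, 47.4% of its female and 86.0% of its male UMIs lay in 5 cells, so its ratio there rests largely on a few cells. Tmem176a in T cell-like cells (26.9 and 70.1 CPM) stood in females at the level of B cell-like cells (27.2 and 30.7 CPM). The choice of genes in these classes depended on the rule: with at least 200 UMIs per gene, 1 of the 6 genes in monocyte-like, 2 in B, 4 in T and 3 in NK cell-like cells were chosen again, and with 50 CPM added 4, 4, 3 and 3.

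The genes that mark AGM origin were compared across subsets, as the study did for Cx3cr1, Timd4 and Ccr2. Cx3cr1 (ENSMUSG00000052336) was at 885 CPM in female (851 to 921) and 963 CPM in male other macrophages (922 to 1005), 171 and 49.96 CPM in the Lyve1-high subset and 67.5 and 84.2 CPM in the Aldh1a2-high subset. After the draw of 1000 UMIs, a Cx3cr1 UMI was found in 51.8% of female and 50.6% of male other macrophages (82.0% and 80.3% without the draw). B cell-like cells had a median of 2206 and 1744 UMIs, against 3936 and 3407 in other macrophages. After the draw, 0 of 497 female B cell-like cells had a Cx3cr1 UMI, which allows a share of up to 0.604%, and 0.794% of male ones did. Without the draw these shares were 1.36% and 0.749%. In T and NK cell-like cells the shares were 2.03% and 2.19% after the draw, and 6.06% and 6.33% without it. Cx3cr1 overlaps other annotated genes on its strand. Timd4 (ENSMUSG00000055546) was at 219 CPM (163 to 287) and 192 CPM (150 to 241) in the Lyve1-high subset, against 6.05 and 4.16 CPM in other macrophages and no UMI in the Aldh1a2-high subset. Ccr2 (ENSMUSG00000049103) was at 1349 and 1522 CPM in the Aldh1a2-high subset, 814 and 673 CPM in the Lyve1-high subset, 183 (167 to 199) and 124 CPM (109 to 140) in other macrophages, and 6.24 and 8.37 CPM in B cell-like cells.

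Of the canonical macrophage genes in other macrophages, Mertk was at 111 CPM in females and 94.7 CPM in males, Fcgr1 at 210.4 and 235 CPM, and Cd68 at 569 and 672 CPM. Adgre1 was higher in females, at 424 CPM (400.0 to 448) against 353 CPM (329 to 379), and so was Itgam, at 74.4 CPM (64.7 to 85.2) against 43.0 CPM (34.7 to 52.6). Lyz2, which has the close paralog Lyz1, was at 9568 and 5855 CPM. Itgax (ENSMUSG00000030789), which encodes CD11c, was lower in females, at 132 CPM (119 to 146) against 240 CPM (220 to 261), and was detected after the draw in 10.6% and 20.9% of cells (33.5% and 48.0% without it), against 0.402% and 1.59% of B cell-like cells. Among MHC class II^high other macrophages alone, the female and male levels lay closer together. Adgre1 was at 385 and 346 CPM, Itgam at 55.3 and 41.2, Lyz2 at 7855 and 5882, and Itgax at 174 and 247. The larger share of low cells in the female library may thus account for a part of these 4 differences. Within sex, Itgax in MHC class II^low other macrophages was 0.145 times (0.0873 to 0.227) the level in high cells in females and 0.218 times (0.0591 to 0.561) in males. Cx3cr1 in low cells was 1.26 times (1.15 to 1.37) the level in high cells in females and 0.889 times in males, the latter within counting error (0.682 to 1.14) in 20 low cells.

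Proliferation was assessed from Mki67, Top2a and Ccna2. After the draw, 1.42% of female and 1.21% of male macrophage-like cells had a UMI of any of the 3 (4.05% and 3.17% without it), and the sums were at 14.7 and 18.6 CPM. These values leave out the 2 unnamed clusters of proliferating cells, of which 1 (5 female and 7 male cells) scored highest for macrophage markers and the other (28 and 10) for T cell markers, so they are not the shares of all dividing cells. B cell-like cells had a UMI of any of the 3 genes in 0.201% and 0.397% of cells after the draw (0.778% and 1.87% without it).

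Finally, genes of adrenal endocrine and catecholamine metabolism were examined, because the study related AGMs to these functions. Maoa rested on 18 female and 37 male UMIs in AGMs (5.39 and 12.5 CPM), most of them in the Lyve1-high subset, at 47.2 CPM (23.5 to 84.4) and 68.4 CPM (44.7 to 100.2). The synthesis genes Th, Ddc and Dbh had 6, 2 and 3 UMIs in all female AGMs and 1, 2 and 4 UMIs in all male AGMs. Outside AGMs, Ddc had 18 female and 4 male UMIs in T cell-like cells, and 19 and 13 in NK cell-like cells. The 6 cortical genes Star, Cyp11a1, Cyp11b1, Cyp21a1, Hsd3b1 and Akr1b7 summed to 234 CPM (218 to 251) in female and 212 CPM (195 to 229) in male AGMs, and to 16.4 and 15.9 CPM in T and NK cell-like cells. Akr1c18 (ENSMUSG00000021214, chromosome 13, 4132615 to 4150654), a gene of the female X-zone of the cortex, was at 60.7 CPM (18 UMIs, 36.0 to 96.0) in female and 52.9 CPM (22 UMIs, 33.1 to 80.1) in male Aldh1a2-high cells, and at 12.1 CPM (34 UMIs) and 0.462 CPM (1 UMI, 0.0117 to 2.57) in other macrophages. Pik3c2g, the other X-zone gene, had 1 UMI in all kept cells.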

Values the study reported

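In the body of the paper, 3,636 female and 2,240 male cells remained after filtering, in which cells with a mitochondrial fraction above 1.2% were removed. The authors described 21 clusters, computed from 20 principal components at a resolution of 1.0. Separately, they reported 4 clusters of macrophages present in both sexes. By flow cytometry, the MHC class II high population was about 90% of adrenal gland macrophages in males and 70% in females, and females had about 5-fold more of the MHC class II low cells than males. Around 90% of adrenal gland macrophages expressed CX3CR1.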

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

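The 3 gene patterns and the subset pattern below were looked for because the sexes moved in opposite directions, which was seen only in the data. The tests of the patterns in this part were written down before their results were seen. The rule by which the medians over male cells were judged was set after their values had been seen. With 1 library per sex, none of the differences between the sexes was itself tested.

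In other macrophages, 3 of the genes compared between MHC class II^low and high cells moved in opposite directions in the sexes with both counting intervals leaving out a ratio of 1. Ly6a, Cx3cr1 and Akr1c18 were raised in female low cells and below the high-cell level in male ones, but the male ratios were within counting error (Ly6a 0.234, 0.00586 to 1.33, from 1 UMI in low cells, Cx3cr1 0.889, 0.682 to 1.14, and Akr1c18 from 0 and 1 UMI). Lyz2 in low cells was 1.77 times the level in high cells in the female library (1.73 to 1.82) and 0.876 times in the male library (0.790 to 0.970). C1qa was 1.05 times the high-cell level in females (1.01 to 1.09) and 0.878 times in males (0.790 to 0.973). Malat1, a nuclear transcript, was 0.795 times the high-cell level in females (0.771 to 0.819) and 1.75 times in males (1.65 to 1.85). The male values come from 20 low cells with a median of 2132.5 UMIs, against 173 female low cells with a median of 4227 UMIs. A technical explanation is that a few male cells with extreme counts carry the sums. The median over male cells, low over high, was 1.32 for Malat1, 0.962 for Lyz2 and 0.857 for C1qa, each in the direction of the sums, but with 20 cells the 95% interval of the low-cell median held the high-cell median for all 3 genes: for Malat1 it ran from 1.27 to 12.3 UMIs per 1000 around a high-cell median of 2.37. A few extreme cells and a shift of most low cells cannot be told apart here, because 20 cells are too few. Male low cells may also differ from female ones in kind, and sex remains open as an untested biological explanation.

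The share of MHC class II^low cells in the Lyve1-high subset, less that in other macrophages, was 23.9 percentage points in the male library (16.6 to 32.2) and -6.85 points in the female library (-15.4 to 4.40), the latter within counting error. Lyve1-high cells are shallower, with a median of 1886.5 UMIs in males against 3407 in other macrophages, so a loss of MHC class II UMIs at low depth was a possible explanation. With 2000 UMIs drawn per cell, the male difference was 18.8 points (10.5 to 29.6) over 73 Lyve1-high cells, so lower depth alone would not produce it. A difference between the libraries other than sex remains open, and so does sex as an untested biological explanation.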

How the results depend on the processing

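The low-UMI cluster counted as macrophages and the named macrophage genes held out of clustering were chosen after seeing the data, and the other alternatives were fixed before the data were examined. No paired analysis was possible because there was 1 library per sex, and both carry replicate number 1. Over all alternatives 373 values were computed: 331 stayed within the counting interval of the reported value, 38 moved beyond it and 4, of values whose interval left out no difference, changed direction. The numbers of named genes still chosen are among the 331 and the 38. They have no counting interval and were judged by the share of genes chosen again. Of values whose interval held no difference, 8 changed sign, among them the ILC-like and dendritic cell-like differences, which kept their sign in 8 of 10 alternatives each.

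The mitochondrial ceiling of 1.2% moved results most, and it left 323 female and 354 male cells. Under it the female minus male differences were -1.57 points for B cell-like and -0.882 points for T cell-like cells, both opposite in sign to the reported ones, 2.29 for ILC-like cells (whose reported difference of -0.260 points was within counting error), 1.40 for NK cell-like, -2.14 for dendritic cell-like, -6.17 for macrophage-like and 14.1 for monocyte-like cells, 2.17 for the share of other macrophages among AGMs, and 37.3 for the MHC class II^low share of other macrophages (from 31 female and 43 male cells). The Ly6a ratio was 14.4 and the Apoc2 ratio 10.7. The ratios of Dnase1l3 (1.17, from 4 and 6 UMIs) and Cd209f (2.92, from 5 and 3 UMIs) changed direction. No Lyve1-high cluster was found at this ceiling, so that subset has no value there. The ceiling keeps different shares of each class, since classes differ in mitochondrial share: the Lyve1-high subset had a median of 5.48% in females and 5.83% in males and monocyte-like cells 1.72% and 1.62%.

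With the 5% ceiling the B cell-like difference was 0.490 points and the Lyve1-high difference -4.64 points. Log-normalised counts without integration gave an endothelial-like difference of -1.58 points. Placing the MHC class II boundary at the 95th percentile of T and NK cells, 2 UMIs per 1000, gave differences of 11.4 points in all AGMs and 14.4 points in other macrophages. The mean over cells gave a Ly6a ratio of 4.50. Counting the low-UMI cluster as macrophages gave a macrophage-like difference of -14.1 points. The cause of these changes was not tested.

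Other results held. The macrophage-like difference stayed below 0 in all 11 alternatives (-14.1 to -6.17), the Lyve1-high difference in all 9 that gave a value (-10.8 to -4.64), and the NK cell-like difference stayed above 0 in all 10 (1.40 to 9.71). The MHC class II^low share was larger in the female library in all 17 alternatives for all AGMs (11.4 to 20.6 points) and in all 16 for other macrophages (14.4 to 37.3). Both sets include a boundary fixed at 10 UMIs per 1000, which is the reported boundary itself, so its agreement was given in advance. Ly6a was higher in female AGMs in all 14 alternatives (4.50 to 14.4) and Apoc2 in all 15 (3.88 to 10.7). Ly6a has no value after subtraction of the T and NK level, which exceeds its level in male AGMs. Adh1, Fcna, Cd209b, Folr2 and the endothelial-like class have no value under the 1.2% ceiling, and plasmacytoid dendritic cell-like cells were named in 5 of 10 alternatives. Another 22 values, for single genes, shares of cells with a UMI and lists of named genes, moved without a change of direction. With at least 200 UMIs, 7 of the 10 named macrophage genes were still chosen, and with 50 CPM added, 6. Of the 6 genes ranked in each other class, 1 and 4 were still chosen in monocyte-like, 2 and 4 in B, 4 and 3 in T and 3 and 3 in NK cell-like cells, so these names depend on the rule. With the named macrophage genes held out of clustering, no value moved beyond its counting interval.

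Depth limits the ratios that rest on few UMIs, such as Chil3 (6 male UMIs) and Adh1 (9 male UMIs), and the comparison of male MHC class II^low other macrophages, of which there were 20.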

Other observations

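Tests chosen only after the result they measure was seen were those on free RNA for Ly6a, Apoc2, MHC class II, the cortical genes and Akr1c18, that on doublets for the cortical genes, those on depth and on a difference between the libraries for the MHC class II^low share, and the Malat1 test of the low-UMI cluster. The tests on Chil3, on Igha and on both stress lists were taken up because of ratios already seen in the data, and were written down before their own values. The Plac8 level that monocyte-like cells would bring was also worked out after the Plac8 ratio had been seen. Sex of the animals stays open as an untested biological explanation for every difference between the libraries.

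The mitochondrial ceiling of 1.2% kept 327 female and 359 male barcodes of the deposited counts. This is far below the number of cells the study reports after its filters, so the stated ceiling may refer to another scale. Under it the macrophage-like difference was -6.17 points. With the ceiling of 15% and doublets removed, 3694 female and 2449 male cells were kept. The study describes macrophages as the most abundant leukocytes, whereas in the female library NK cell-like cells were 23.3% and macrophage-like cells 22.0% of the cells, an order within counting error. Counting the low-UMI cluster as macrophages gave 23.8% in females. The share of AGMs with a Cx3cr1 UMI was 43.4% in the female and 36.9% in the male library after the draw of 1000 UMIs (67.8% and 57.3% without it), over all macrophage-like cells, while the study's share is of AGMs of reporter mice by flow cytometry. The MHC class II^low shares given here are likewise of macrophage-like cells by transcript, and those of the study of AGMs gated by flow cytometry, so no order is read between them.

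The larger MHC class II^low share in the female library was set against 4 technical explanations. A difference in depth would shrink as cells were compared at higher depth, but with 2000 UMIs drawn per cell the female minus male difference among other macrophages was 21.8 points, against 23.8 points with 1000 UMIs. Free MHC class II RNA lifting the male cells was tested in T and NK cell-like cells, where the male excess was 0.140 UMIs per 1000, small against the gap of 54 and 35 UMIs between the medians of other macrophages. A large share of cells without C1qa among the female low cells would lower C1qa, which was 1.05 times the level in high cells. A minority of cells of other types is not excluded, because the value is a sum over all low cells. Mean MHC class II UMIs per 1000 were 35.5 in female and 54.7 in male other macrophages. They were also lower in female B cell-like (20.8 against 23.9), dendritic cell-like (39.8 against 44.5), monocyte-like (4.80 against 8.89) and Aldh1a2-high cells (26.0 against 28.9). In Lyve1-high cells they were higher in females (38.5 against 30.4). The lower level in the female library was thus not confined to other macrophages. A difference between the libraries that is not sex cannot be told apart from sex, because there was 1 library per sex. A biological difference is thus a hypothesis that other libraries would have to test.

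Ly6a and Apoc2 were higher in female AGMs, and a larger share of MHC class II^low cells in females could have produced this. Among MHC class II^high other macrophages alone the ratios were still 4.05 for Ly6a and 2.55 for Apoc2, so the share of low cells accounts for at most a part. More free RNA in the female library was tested in cells that hold little of either transcript: the Ly6a ratio in NK cell-like cells was 0.9505 (0.620 to 1.48), and Apoc2 in female T and NK cell-like cells was at 0.715 CPM, against a difference of 141 CPM between female and male AGMs.

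Chil3, with the largest ratio in AGMs, is a monocyte gene, so monocyte-like cells among the female AGMs could have carried it. Monocyte-like cells bring Plac8 with Chil3, and with the Chil3 seen here 1462 Plac8 UMIs would be present, while 99 were found. The Plac8 ratio between the libraries was 1.54 (1.10 to 2.17). A few cells with very high counts held 45.2% of the female Chil3 UMIs, and without these 5 cells the ratio was still 36.9. In male B cell-like cells, by contrast, 99.8% of the Igha UMIs lay in 5 cells, so that difference is consistent with a few cells of high immunoglobulin output in 1 library.

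A response to stress was looked for, since Fkbp5 was among the highest ratios in monocyte-like cells and Ddit4 in NK cell-like cells. The glucocorticoid response list holds 12 genes, of which 9 counted in AGMs, 5 in monocyte-like, 4 in T, 4 in NK and 1 in B cell-like cells. Its median female to male log2 ratio lay at the 100th percentile of matched random lists in AGMs, and at 99.93 in NK, 99.17 in T, 78.22 in B and 83.44 in monocyte-like cells. The immediate early list of 14 genes, looked at because Ccl1 and Nr4a3 were lower in female cells, counted 14 in AGMs, 12 in monocyte-like, 10 in NK, 9 in T and 8 in B cell-like cells, with percentiles of 0, 0, 0.21, 9.09 and 58.79. None of Fkbp5, Ddit4, Ccl1 and Nr4a3 is in either list. A stronger glucocorticoid response in the female library, and a stronger response to handling in the male library, may each contribute in some classes. The glucocorticoid list in monocyte-like and the immediate early list in T cell-like cells lay within the range of random lists, while in AGMs and NK cell-like cells both lists lay outside it. Neither explanation can be told apart from another difference between the libraries, because there was 1 library per sex.

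The cortical transcripts in AGMs could be free RNA alone. AGMs held 10.9 times as many UMIs per cell of the 6 genes as T and NK cell-like cells in the male library (8.27 to 14.7) and 12.8 times in the female library (10.5 to 15.7), more than a background common to all cells would give. Doublets of any kind were expected at 3.17% of the female and 2.15% of the male barcodes. To test doublets with cortical cells, the 5% of AGMs with the most cortical UMIs were left out. The other AGMs still held 7.86 times as many per cell as T and NK cell-like cells in the female library (6.39 to 9.73) and 6.12 times in the male library (4.58 to 8.31). Doublets at such rates thus account for at most a part of the excess over T and NK cell-like cells. These cells, at 0.0749 and 0.0727 UMIs per cell, lay below several other classes. Monocyte-like cells held 0.279 and 0.358, dendritic cell-like cells 0.315 and 0.236 and neutrophil-like cells 0.313 and 0.28. The AGMs left were not compared with those classes, so doublets as the source of an excess over them remain open. Endothelial-like cells held more than AGMs, at 1781.5 and 1282 CPM, so cortical material taken up by or bound to some cell types remains open and was not tested. Akr1c18 in male Aldh1a2-high cells does not follow free RNA either: 91.7% of the male UMIs (22 of 24; 73.0 to 99.0%) lay in this subset, which is 4.08% of the male cells.

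The low-UMI unnamed cluster was larger in the male library (5.72% against 1.81% of cells). Cells that lost cytoplasm would be rich in nuclear transcripts, and Malat1 was 4.25 times its level in AGMs in the female and 5.34 times in the male library. Whether these are damaged macrophages or another kind of cell cannot be told apart, since cells of low depth gathered in 1 cluster in both cases and no value here separates them.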
